A study of Cicer arietinum with 8 samples. Its data were reported in "Transcriptome analyses reveal genotype- and developmental stage-specific molecular responses to drought and salinity stresses in chickpea" (2016).

How the data were processed

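Root tissue of chickpea (Cicer arietinum) was profiled by RNA sequencing in 8 libraries that cross genotype, developmental stage and water supply. Dtol denotes the drought-tolerant genotype ICC4958 and Dsen the drought-sensitive genotype ICC1882. CT denotes the control and DS drought stress. The labels give the stages as 50 and 70 d, which the study names early reproductive (ER) and late reproductive (LR). Per the labels, 6 of the libraries combine 2 replicates, and the Dtol libraries at 50 d, 1 under each condition, come from 1 replicate each. How the replicates were combined is not stated. Each group therefore holds 1 value per locus, and no spread between replicates could be computed.

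The authors filtered paired-end reads for quality with NGS QC Toolkit, mapped them to the kabuli chickpea genome (version 1.0) with TopHat, assembled them with Cufflinks and Cuffmerge guided by the reference annotation, and deposited FPKM values (fragments mapped to a locus, scaled to its exon length and to the total of mapped fragments) for each locus of the merged assembly. Each table lists the same 32420 loci with the reference gene or genes at the locus, an interval on the genome and its FPKM. The interval is not always the locus's own, since 4549 loci are listed on 1615 intervals that 2 or more loci share (up to 37 on 1 interval). Of these loci, 2761 are among those analysed. Spans below are those of the listed intervals, so a minimum span does not remove a short locus listed on a shared interval. A reference gene is given for 27813 loci and none for 4607. More than 1 reference gene is given at 1008 loci, and 1024 loci carry a reference gene that another locus carries too, so that fragments could have been divided among neighbouring or overlapping genes. The deposited FPKM values are not read counts. No step worth 1 fragment and common to the loci of a library was found in the low values. The depth of each library could not be recovered from its FPKM values, and no interval or detection floor that needs it is given. An FPKM of 0 means only that the locus is listed at 0. Reference gene identifiers are printed as the files give them. Of 28269 identifiers, 0 matched the RefSeq table of gene names, which belongs to another assembly, so no gene symbols are used.

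Values were analysed as log2(FPKM + 1), without further scaling, over the 16394 loci that reached 1 FPKM in at least 1 of the 8 libraries. The other 16026 loci were left out, of which 7224 were at 0 in all libraries. Fold changes are differences on this scale, which understates the change of weakly expressed loci. A locus was counted as changed between 2 libraries at a difference of at least 1 (2-fold, the fold threshold of the study). These counts compare libraries and carry no p-value. The study's Cuffdiff test needs fragment counts and was not used here. Overlap among the 4 drought contrasts was counted as the share of changed loci passing in exactly 1 contrast, with a Wilson 95% interval over loci, and as the number passing in all 4 in the same direction. The interval treats loci as independent, which they are not.

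An effect common to the levels of the other factors was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend, two-sided). The model was additive in genotype, stage and condition, with 4 libraries against 4 and 4 residual degrees of freedom, so that the interactions of the factors served as the error. P-values were adjusted by the Benjamini-Hochberg method over the 16394 loci, and loci with an adjusted p-value under 0.05 were counted. The interactions of drought with genotype and with stage were fitted as added tests, chosen after the data had been seen, with 3 residual degrees of freedom. The limma test of drought was run on simulated data drawn from the fitted means and residual spreads of the 16394 loci. Noise was independent between loci, and 200 loci were changed by a log2 difference of 2 or 3 in either direction. The test recovered 126 of the 200 (63.0%) and called 2 of the unchanged loci. This recovery does not apply to 2-fold changes, and the few false calls do not cover errors shared across loci. The genotype, stage and interaction tests were not simulated. The fold counter and the variance shares were tested on made matrices with known answers and returned them.

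The total sum of squares of the log2 values was divided among the 7 orthogonal contrasts of the layout, and the share of each factor was ranked among the 35 splits of the 8 libraries into 4 and 4. Pearson and Spearman correlations were computed across loci for the 28 pairs of libraries and for the 6 pairs of drought contrasts. Loci are not independent replicates, and these correlations describe the libraries without a p-value. A tree was built by average linkage on 1 minus Pearson r. Loci named in the text were chosen by a rule fixed before the data were examined. For drought, the rule took the 2 loci that rose and the 2 that fell with the largest smallest change across the 4 drought contrasts. For genotype, it took the 2 loci higher in Dtol and the 2 higher in Dsen by the same criterion across the 4 genotype contrasts.

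The alternatives fixed before the data were examined were a pseudocount of 0.1, no filter on low values, a minimum of 5 FPKM in at least 1 library, a mean of at least 1 FPKM, median-of-ratios scaling, quantile normalization, and FPKM summed over loci with the same reference gene. For limma they also included a pair block, eBayes without the trend, and leaving out each pair of libraries in turn. For correlations they included Spearman's rho. A restriction to loci spanning at least 300 bp, and the same restriction without loci on shared intervals (12988 loci), were added after the data had been seen. A count, a share of variance or a correlation of drought responses was taken as kept when it stayed within 1.5 times its value, and a mean correlation of libraries when it moved by less than the SD between pairs. The scalings were also applied to the correlations of drought responses, as an addition made after the data had been seen. Scripts ran in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.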

Results

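Transcript abundance was measured in roots of 2 chickpea genotypes with contrasting drought response, sampled at 50 and 70 d under control and drought conditions. The 8 groups are named by genotype, stage and condition, as in Dtol-50d-CT for the drought-tolerant genotype at 50 d under control. Each group is represented by 1 library, so the differences between single libraries below have no replicate check. The depth of the libraries cannot be recovered from FPKM values.

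Of the 32420 loci, 25196 had an FPKM above 0 in at least 1 library and 17951 (55.4%) in all 8. The number of loci above 0 ranged from 20252 (62.5%) in Dtol-50d-DS to 23124 (71.3%) in Dtol-70d-CT. The remaining libraries had 21707 in Dtol-50d-CT, 20961 in Dsen-50d-CT, 21167 in Dsen-50d-DS, 22309 in Dtol-70d-DS, 22624 in Dsen-70d-CT and 21723 in Dsen-70d-DS. At a threshold of 1 FPKM the order changed, and Dsen-50d-DS had the fewest loci at 10743, against 12356 in Dtol-70d-CT. The median FPKM over all loci was lowest in Dsen-50d-DS (0.0694) and highest in Dsen-50d-CT (0.316).

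Summed FPKM over all loci ranged from 178687 in Dtol-70d-CT to 2668920 in Dsen-50d-CT. In Dsen-50d-CT a locus without a reference gene, XLOC_026818 (kabuli genome version 1.0, Ca8, 14245384 to 14245482, 99 bp), held 1816930 FPKM, which was 68.1% of the sum, and the same locus was at 0 in the other 7 libraries. There were 116 loci with a listed interval of 100 bp or less. Of these, 18 were above 0 in Dsen-50d-CT, 3 in Dtol-50d-DS, 2 in Dsen-50d-DS and 0 in the other 5 libraries. Over loci with a listed interval of at least 300 bp, the summed FPKM was 497891 in Dsen-50d-CT and 171774 in Dtol-70d-CT.

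**Figure D1:**
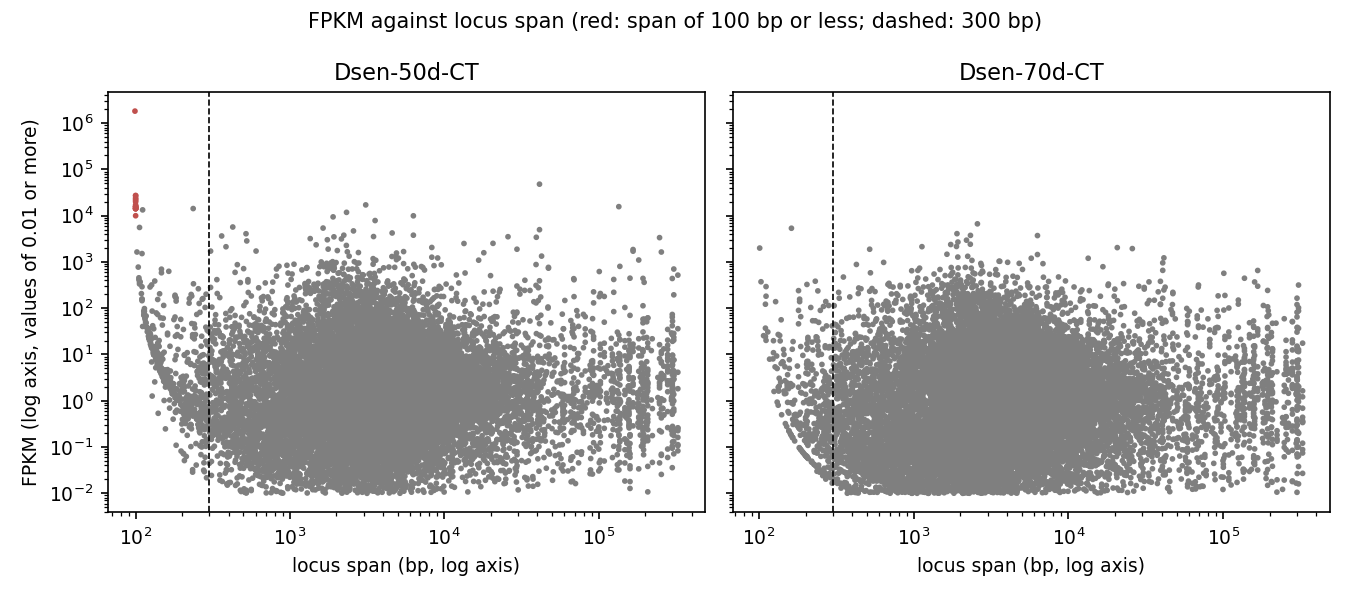
FPKM of each locus (vertical log axis, values of 0.01 or more) against its span in bp (horizontal log axis) in Dsen-50d-CT and Dsen-70d-CT, with loci of 100 bp or less in red and a dashed line at 300 bp. The red points appear in Dsen-50d-CT, where 18 such loci were above 0, and are missing in Dsen-70d-CT, where 0 were.

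The relationship among the transcriptomes was examined by correlation of log2(FPKM + 1) across the 16394 retained loci. The 4 libraries at 70 d were the closest to each other. Dtol-70d-DS and Dsen-70d-DS joined first (Pearson r = 0.941), followed by Dtol-70d-CT and Dsen-70d-CT (r = 0.941), so that at 70 d the libraries grouped by condition before genotype. At 50 d, Dtol-50d-CT and Dtol-50d-DS joined each other (r = 0.861) and then the 70 d libraries. Dsen-50d-CT and Dsen-50d-DS joined last (r = 0.720). Their mean correlations with the other 7 libraries were 0.710 and 0.718, against 0.793 to 0.846 for the remaining 6 libraries. Pairs of libraries that differed only in stage had a mean r of 0.770 ± 0.0385 (SD, n = 4 pairs). The mean was 0.844 ± 0.0851 for pairs that differed only in drought and 0.862 ± 0.0955 for pairs that differed only in genotype. The last 2 means differed by less than the spread between pairs, which includes the difference between stages. Within 70 d, both genotype pairs (r = 0.941 each) were above both drought pairs (0.909 and 0.888), whereas within 50 d the genotype pairs (0.816 and 0.749) and the drought pairs (0.861 and 0.720) overlapped. The setting that moved these means most was a minimum of 5 FPKM, under which the stage pairs had a mean r of 0.668.

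**Figure D2:**
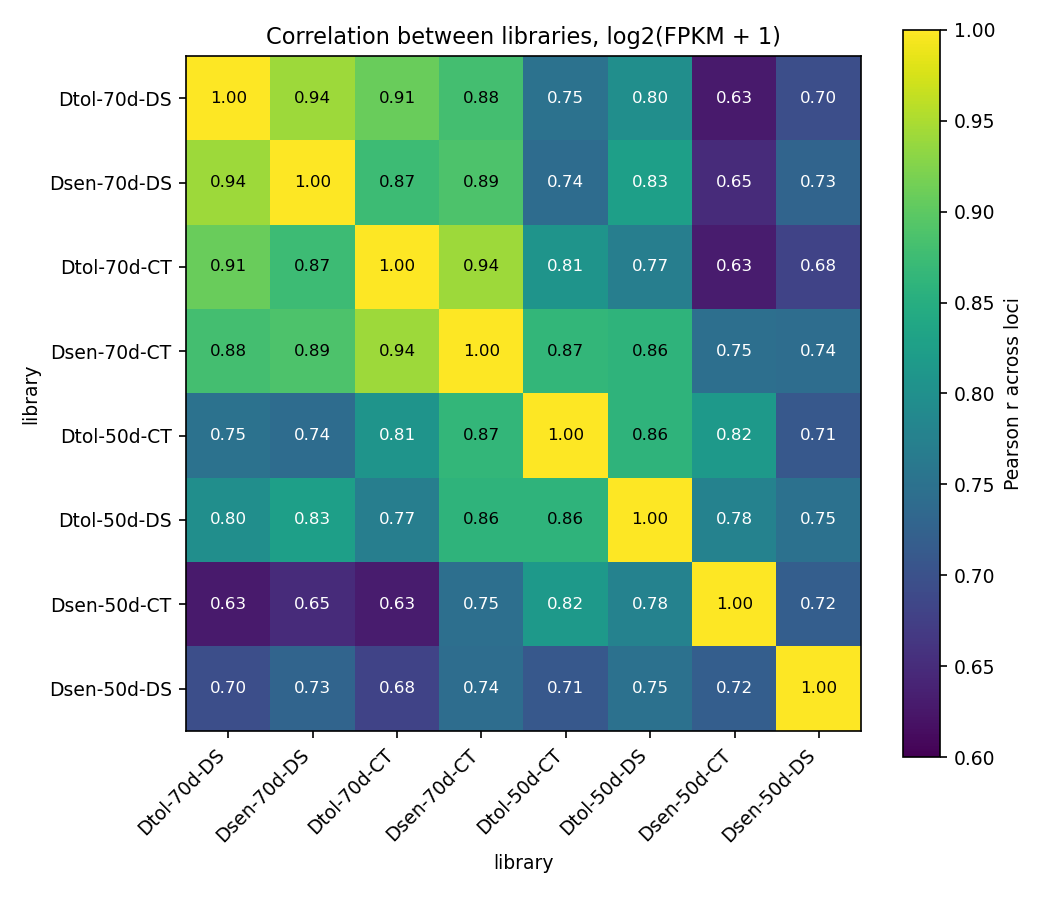
Pearson r across 16394 loci between each pair of the 8 libraries on log2(FPKM + 1), in the order of the average-linkage tree, with the colour scale from 0.6 to 1. The 70 d libraries form a block with r up to 0.941, and both Dsen libraries at 50 d have lower r with the rest.

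To rank stage, genotype and condition, the variance of the log2 values was divided among the contrasts of the layout. Stage took 33.6% of the total sum of squares, drought 18.2% and genotype 11.5%. The interaction of stage and genotype took 10.9%, that of stage and drought 9.25%, that of genotype and drought 9.35%, and that of all 3 factors 7.17%. Among the 35 splits of the 8 libraries into 4 and 4, stage ranked at 1, drought at 8 and genotype at 20. Many of these splits carry part of the stage contrast, so the ranks of drought and genotype are descriptive. The drought share was larger than that of each interaction, and the genotype share was close to that of the interaction of stage and genotype. The stage share moved most when loci shorter than 300 bp were left out, to 36.2% with or without the loci on shared intervals. Within 50 d alone, genotype took 35.1%, drought 35.7% and their interaction 29.2% of the sum of squares, so neither factor stood far above the interaction. Within 70 d, genotype took 30.2%, drought 56.6% and their interaction 13.3%. Shares within a stage are divided among fewer contrasts, so they cannot be set against those over all libraries. The sum of squares per locus was 2.34 at 50 d and 0.872 at 70 d.

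**Figure D3:**
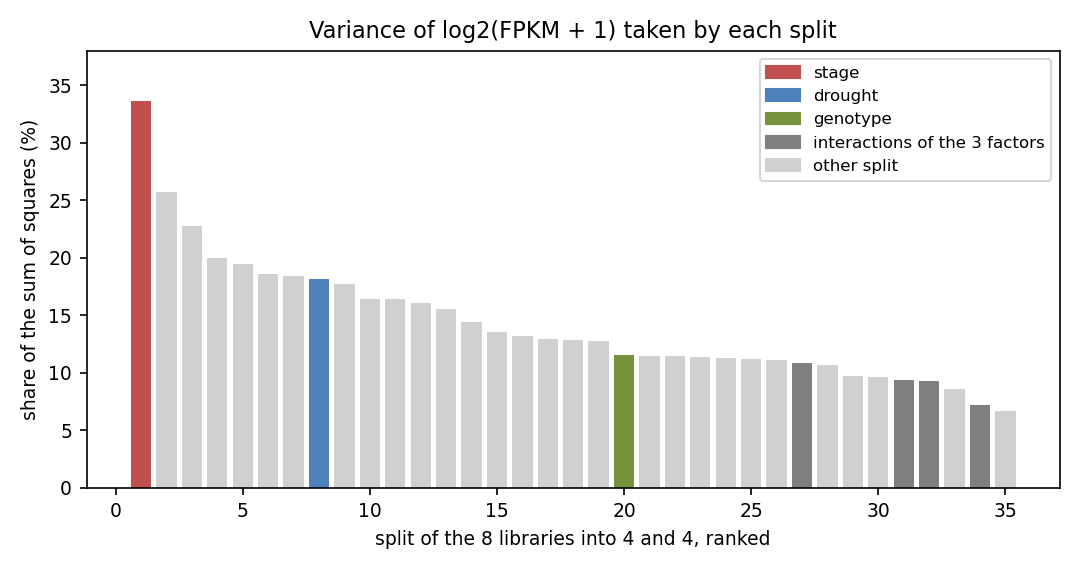
Share of the total sum of squares of log2(FPKM + 1), in percent, taken by each of the 35 splits of the 8 libraries into 4 and 4, ranked from the largest. Stage (red, 33.6%) ranks at 1, drought (blue, 18.2%) at 8 and genotype (green, 11.5%) at 20, with the interactions in dark grey and the other splits in light grey.

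The extent of the drought response in each genotype and stage was compared by counting loci with at least a 2-fold change between the drought and the control library. In Dtol at 50 d, 1614 loci rose and 1396 fell, giving 3010 changed loci (18.4%). In Dsen at 50 d, 1453 rose and 5030 fell, giving 6483 (39.5%). In Dtol at 70 d, 783 rose and 1086 fell, giving 1869 (11.4%), and in Dsen at 70 d, 1245 rose and 1368 fell, giving 2613 (15.9%). The number in Dsen was 2.15 times that in Dtol at 50 d and 1.40 times at 70 d. The drought contrast of Dsen at 50 d had a median log2 change over all retained loci of -0.45, whereas the other 3 drought contrasts had medians between -0.01 and 0.01. Relative to that shift, as given by median-of-ratios scaling, 3077 loci rose and 3050 fell in Dsen at 50 d, so that the number of changed loci (6127) was kept and the excess of falling loci was not. The alternative that moved the counts most was a pseudocount of 0.1, which gave 5369 changed loci in Dtol at 50 d, 9596 in Dsen at 50 d, 3551 in Dtol at 70 d and 4743 in Dsen at 70 d.

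Differences between the genotypes under control conditions were counted in the same way. At 50 d, 607 loci were higher and 2195 lower in Dtol than in Dsen, in total 2802. At 70 d, 419 were higher and 1083 lower, in total 1502. Under drought, 4379 loci were higher and 1921 lower in Dtol at 50 d, and 433 were higher and 939 lower at 70 d. The drought libraries at 50 d had a median log2 genotype difference of 0.34, and relative to it, under median-of-ratios scaling, 2429 loci were higher and 3406 lower in Dtol. Under control, median-of-ratios scaling gave 663 loci higher and 1929 lower in Dtol at 50 d, and 418 and 966 at 70 d. Quantile normalization gave 1131 and 1438 at 50 d, and 644 and 676 at 70 d. At 70 d under drought it gave 583 and 601, against 474 and 780 with median-of-ratios scaling. The excess of loci lower in Dtol thus depended on the scaling. With a pseudocount of 0.1, the control differences numbered 5088 loci at 50 d and 2807 at 70 d.

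**Figure D4:**
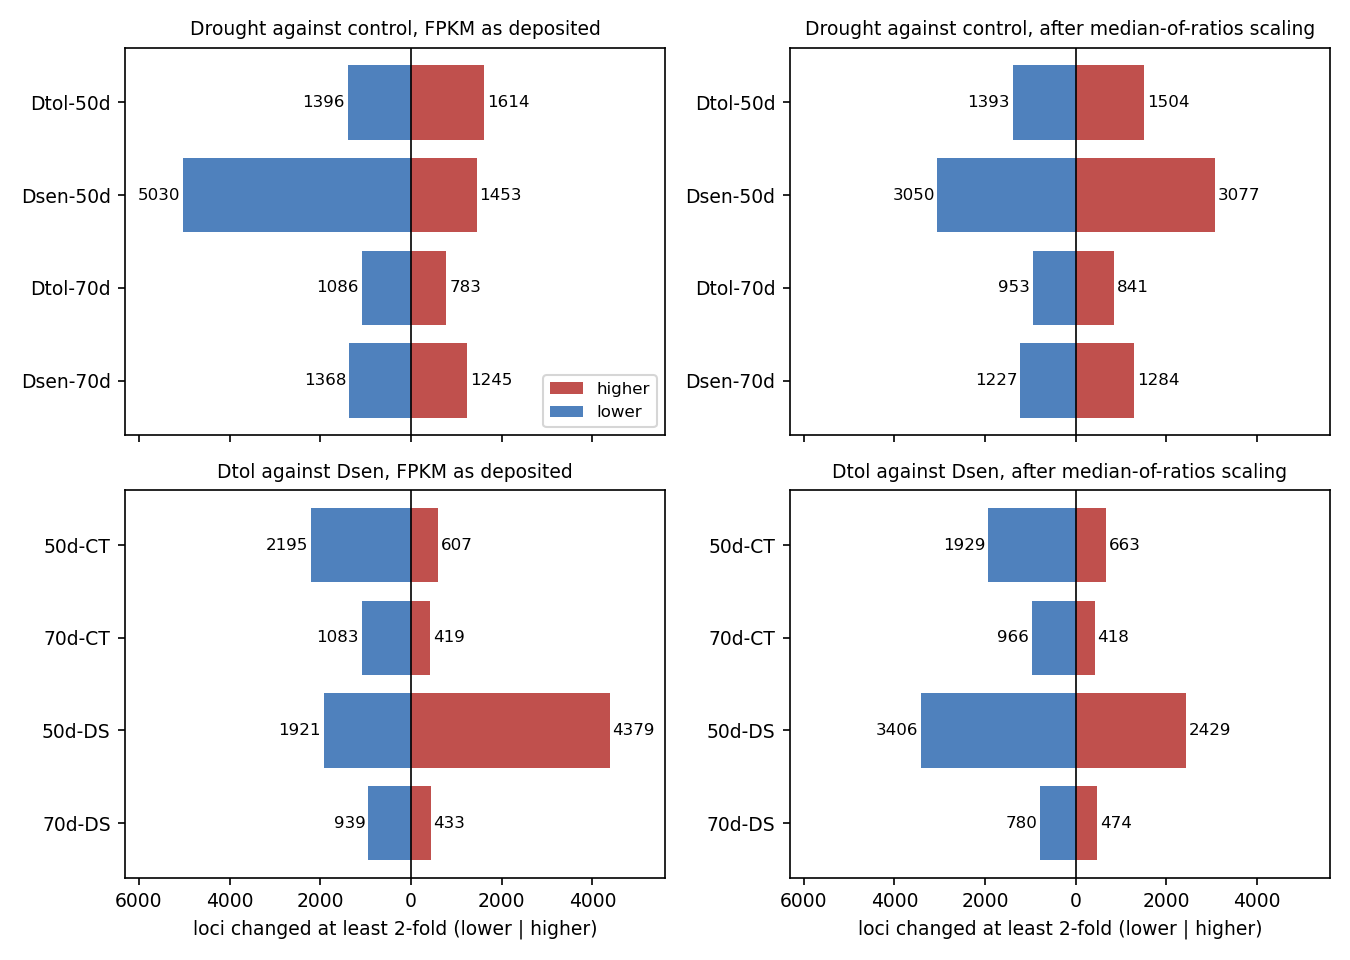
Number of loci (horizontal axis, starting at 0 in the middle) that were at least 2-fold lower (blue, left) or higher (red, right) in each drought contrast (top) and each genotype contrast (bottom), from FPKM as deposited (left panels) and after median-of-ratios scaling (right panels). Dsen at 50 d has the most changed loci under both, but its 5030 falling against 1453 rising loci become 3050 against 3077 after scaling.

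The specificity of the drought response was assessed from the overlap of the 4 contrasts. A total of 9349 loci changed in at least 1 contrast. Of these, 6104 (65.3%, Wilson 95% interval 64.3 to 66.2%) changed in exactly 1 contrast, 2126 in 2, 857 in 3 and 262 in all 4. The loci that changed in exactly 1 contrast included 4113 from Dsen at 50 d, 1051 from Dtol at 50 d, 600 from Dsen at 70 d and 340 from Dtol at 70 d. Counting a locus as shared only where it changed in the same direction, 6772 (72.4%) were not shared, and 1025 loci rose in at least 1 contrast and fell in another. In all 4 contrasts 65 loci rose and 126 fell, together 191. If the 4 sets were independent of each other, 2.89 would be expected. The excess of falling loci depended on the scaling. With median-of-ratios scaling 99 rose and 97 fell, and with quantile normalization 95 rose and 98 fell. Under a pseudocount of 0.1, 48.8% changed in exactly 1 contrast and 582 loci changed the same way in all 4. If the sets were independent, 33.7 would be expected at that pseudocount.

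The 4 drought contrasts share no library, so their correlations across loci are not coupled by a common control. The responses of the genotypes were correlated at 70 d (Pearson r = 0.632, Spearman rho = 0.595), and less so at 50 d (r = 0.131, rho = 0.0151). Between stages, r was 0.366 within Dtol and 0.245 within Dsen. Dtol at 50 d and Dsen at 70 d had an r of 0.321, and Dsen at 50 d and Dtol at 70 d an r of 0.0451.

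Effects common to the levels of the other factors were tested with limma over all 8 libraries, at a Benjamini-Hochberg adjusted p-value under 0.05. A drought effect common to both genotypes and stages was found at 45 loci, of which 15 rose and 30 fell, with 2116 at an unadjusted p under 0.05. A genotype effect was found at 13 loci, 11 higher and 2 lower in Dtol, while 732 loci had an unadjusted p under 0.05, fewer than the 820 expected by chance. A stage effect was found at 987 loci, 699 higher and 288 lower at 70 d, with 4456 at an unadjusted p under 0.05. The balance of directions for drought and stage depended on the scaling. For drought, 21 loci rose and 16 fell with median-of-ratios scaling, and 30 rose and 28 fell with quantile normalization. For stage, 515 loci were higher and 418 lower at 70 d with median-of-ratios scaling, and 761 and 501 with quantile normalization. The drought and genotype counts depended on the model. With the pairs of libraries fitted as a block, 1 locus remained for drought, 0 for genotype (734 at an unadjusted p under 0.05) and 867 for stage. The difference in drought response between the genotypes was itself tested as an interaction, and 0 loci passed, with 439 at an unadjusted p under 0.05 where 820 were expected by chance. The interaction of drought and stage also gave 0 loci, with 874 at an unadjusted p under 0.05.

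Among loci that changed in the same direction in all 4 drought contrasts, XLOC_003795 and XLOC_007654 rose most by their smallest change. XLOC_003795 (Ca1, 45313654 to 45313754) has no reference gene. It was at 0 in all 4 control libraries and at 4110 FPKM in Dtol-50d-DS, 3742 in Dsen-50d-DS, 1424 in Dtol-70d-DS and 1115 in Dsen-70d-DS. Its log2 change was 11.12 ± 0.96 (SD, n = 4 contrasts; limma adjusted p = 0.000139). This locus spans 101 bp, about the length of a read, where FPKM could be inflated by the short span. That was not tested at this locus. XLOC_007654 (Ca3, 36905384 to 36907757, reference gene Ca_01016) rose from 0.0816 to 51.6 FPKM in Dtol at 50 d, from 2.71 to 57.5 in Dsen at 50 d, from 11.5 to 359.2 in Dtol at 70 d and from 1.62 to 506.4 in Dsen at 70 d. The mean log2 change was 5.51 ± 1.54 (SD, n = 4 contrasts; limma adjusted p = 0.0318).

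The 2 loci that fell were XLOC_020905 and XLOC_031672. With the pair block, 1 locus passed limma for drought and it rose, so these 2 did not pass there. XLOC_020905 (Ca6, 53436975 to 53479676) covers 3 reference genes, Ca_18885, Ca_18886 and Ca_18887, and its value cannot be assigned to any of them. It fell from 2214 to 42.5 FPKM in Dtol at 50 d, from 1337 to 10.4 in Dsen at 50 d, from 22.8 to 0.856 in Dtol at 70 d and from 51.2 to 0.617 in Dsen at 70 d, a mean log2 change of -5.31 ± 1.33 (SD, n = 4 contrasts; limma adjusted p = 0.0318). XLOC_031672 (scaffold753, 263211 to 265403, reference gene Ca_25936) fell from 412.5 to 23.1 FPKM in Dtol and from 339.0 to 6.6 in Dsen at 50 d, and from 2370 to 277.7 in Dtol and from 2953 to 210.3 in Dsen at 70 d. Its mean log2 change was -4.12 ± 1.0 (SD, n = 4 contrasts; limma adjusted p = 0.0406).

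For the genotype difference, XLOC_016953 and XLOC_032315 were higher in Dtol in all 4 contrasts. XLOC_016953 (Ca5, 26889551 to 26889733, no reference gene, 183 bp) had 11.8 to 112.8 FPKM in the Dtol libraries and 0 to 0.109 in the Dsen libraries, with a mean log2 difference of 5.42 ± 1.5 (SD, n = 4 contrasts; limma adjusted p = 0.0237). XLOC_032315 (reference gene Ca_24085, listed with another locus on scaffold96, 235082 to 240577) had 7.08 to 23.8 FPKM in Dtol and 0 in all 4 Dsen libraries, with a mean log2 difference of 4.04 ± 0.71 (SD, n = 4 contrasts; limma adjusted p = 0.0237). With the pair block, 0 loci passed limma for genotype, so XLOC_016953 and XLOC_032315 did not pass there. XLOC_029473 and XLOC_004790 were higher in Dsen in all 4 contrasts, but did not pass the limma threshold. XLOC_029473 (scaffold287, 20629 to 26376, reference gene Ca_25380) had a mean log2 difference of -4.48 ± 1.41 (SD, n = 4 contrasts; limma adjusted p = 0.0994). XLOC_004790 (Ca2, 32407227 to 32412079, reference gene Ca_10279) had 1326 FPKM in Dsen-50d-CT, 3808 in Dsen-50d-DS, 23.3 in Dsen-70d-CT and 7.28 in Dsen-70d-DS, against 0.0447 to 0.708 in the Dtol libraries. Its mean log2 difference was -7.14 ± 4.19 (SD, n = 4 contrasts; limma adjusted p = 0.241).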

Values the study reported

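The study reported an assembly of 90713 transcripts at 32420 gene loci. Its counts below are of transcripts or genes called by Cuffdiff, not of loci passing a fold threshold alone. For drought stress at the ER stage it gave 3643 differentially expressed transcripts for the tolerant and 1295 for the sensitive genotype. Between both drought-related genotypes under control conditions, it gave 4053 differentially expressed genes at the ER stage and 1330 at the LR stage. Of the drought-responsive transcripts, 7162 (79.1%) were specific to a genotype and stage, and 32 were shared by both genotypes and stages. The share of transcripts detected as expressed ranged from 37.5% in Dsen-ER-DS to 72.4% in Dtol-LR-DS. The study ordered the determinants of transcriptome diversity as stage, then genotype, then condition.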

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

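Of the tests in this part, those of scaling, of the spread of values, of short loci, of weakly expressed loci, of the control library and of on and off loci were chosen after the results had been seen. The remaining tests of the labels were fixed before their outcome was known.

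At 50 d, with FPKM as deposited and a pseudocount of 1, the balance of the drought response went in opposite directions in the genotypes. In Dtol, loci that rose exceeded loci that fell by 218, whereas in Dsen the difference of rising minus falling loci was -3577. The difference in balance was not tested, since each genotype has 1 drought and 1 control library at 50 d. Per locus, the limma interaction of drought and genotype over both stages gave 0 loci at an adjusted p-value under 0.05 and 439 at an unadjusted p under 0.05.

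Scaling between libraries is a candidate explanation for the balance. After median-of-ratios scaling, the ratio of falling to rising loci in Dsen at 50 d went from 3.46 to 0.991, and the rising minus falling difference became 27 in Dsen and 111 in Dtol. After quantile normalization it was 175 in Dsen and -220 in Dtol, so the sign in each genotype depends on the scaling. The sign in Dtol also depends on the pseudocount, since with 0.1 the difference was -387 in Dtol, while in Dsen it stayed downward at -4674. Both procedures pull the libraries to a common level by construction, so they cannot separate a general fall of transcripts from a scaling difference, and the downward balance cannot be told apart from scaling. Loci about as long as a read did not account for it, since the ratio was 3.54 over loci of at least 300 bp, and 3.61 when loci on shared intervals, whose own span is not known, were left out too.

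The larger number of changed loci in Dsen than in Dtol at 50 d, by a ratio of 2.15, was less dependent on these choices. The ratio was 2.11 after median-of-ratios scaling, 2.03 after quantile normalization and 2.13 over loci of at least 300 bp (2.10 without those on shared intervals). In the 4099 loci with the highest mean FPKM it was 1.74, with 2285 changed loci in Dsen and 1313 in Dtol. With a pseudocount of 0.1 the counts were 9596 in Dsen and 5369 in Dtol. With a minimum of 5 FPKM they were 4438 and 2306. The ratio was thus lower with both, but Dsen still had more changed loci. An unusual library could also give such a ratio. Of the loci that fell in Dsen at 50 d, 44.2% were at least 2-fold above the median of the 6 libraries outside that pair in Dsen-50d-CT, and 39.4% were at least 2-fold below it in Dsen-50d-DS. These shares are over loci selected for falling, so they do not weigh one library against the other. The other evidence is divided between the 2 libraries. Dsen-50d-DS differed at 6300 loci from Dtol-50d-DS and at 6071 from Dsen-70d-DS, with median shifts of 0.34 and 0.36. Dsen-50d-CT differed at 2802 loci from Dtol-50d-CT and at 4387 from Dsen-70d-CT, with medians of -0.07 and -0.02. The median-of-ratios factor was 0.659 for Dsen-50d-DS and 1.03 to 1.13 for the other 7 libraries. In the limma fit without both 50 d drought libraries, 2059 loci had an unadjusted p under 0.05 for genotype. Without both 50 d control libraries, 383 did. For stage, the number was 4859 without both Dsen drought libraries and 2838 without both Dsen control libraries. Each of these fits also lacked a library outside the Dsen pair at 50 d. On the other hand, Dsen-50d-CT had the lower mean r with the other 7 libraries (0.710 against 0.718) and the lower r with 3 of the 4 libraries at 70 d (0.631, 0.629 and 0.649 against 0.680, 0.696 and 0.728). It also had 212 loci at 1 FPKM that stayed under 0.1 FPKM elsewhere, against 92. Loci of 100 bp or less held 79.5% of its FPKM, against 7.73% in Dsen-50d-DS and 14.2% in Dtol-50d-DS. Short loci weighed on Dsen-50d-DS too, whose sum was 376031 FPKM over all loci and 205299 over those of at least 300 bp. Over loci of at least 300 bp without those on shared intervals, the order of the mean r was the opposite (0.778 in Dsen-50d-CT and 0.756 in Dsen-50d-DS). With 1 library per group, these differences cannot be set against a spread between replicates, and either library, or both, could be unusual.

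Exchanged labels were also examined. Of the 427 loci that changed at least 2-fold in the same direction in the other 3 drought contrasts, 73.1% moved that way in Dsen at 50 d, just short of the 75% set in advance for ruling out an exchange of its control and drought libraries, although most loci kept the labelled direction. Of the 357 loci that differed at least 2-fold between the genotypes in the same direction under both conditions at 70 d, 82.1% kept their sign at 50 d under control, but 33.9% kept it at 50 d under drought, which is what exchanged drought libraries could give. The loci were selected again under each scaling, which gave 306 loci under median-of-ratios scaling, with 81.05% under control and 41.8% under drought, and 306 under quantile normalization, with 70.3% and 44.8%. The share under control was thus below 75% with quantile normalization. A more specific test went against an exchange. It used the 23 loci of at least 300 bp (4 of them on shared intervals) that reached 1 FPKM in both 70 d libraries of 1 genotype and were at 0.05 FPKM or less in both of the other. At 50 d, 95.7% of them (22 of 23) were higher in the same genotype under control, and 95.7% under drought. The genotype labels of the 50 d libraries therefore hold for these loci. The cause of the reversal under drought at 50 d was not established, and the shares under scaling do not show that scaling is the cause. A larger response of the sensitive genotype at 50 d is a hypothesis that cannot be told apart from an unusual library in that pair.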

How the results depend on the processing

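The alternatives were fixed before the data were examined, except the restriction to loci of at least 300 bp, the same restriction without loci on shared intervals, and the scalings applied to the correlations of drought responses, which were chosen after the data had been seen. The depth of the libraries cannot be recovered from FPKM, so the part of the low-value changes that comes from counting error cannot be given.

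The counts of changed loci in the 4 drought contrasts and in both control genotype contrasts stayed within 1.5 times their value under all the alternatives except a pseudocount of 0.1. The absence of a filter could not alter them, because a locus below 1 FPKM throughout cannot change 2-fold with a pseudocount of 1. With a pseudocount of 0.1, the count rose to 5369 in Dtol at 50 d, 3551 in Dtol at 70 d, 4743 in Dsen at 70 d, 5088 for the genotypes at 50 d and 2807 at 70 d, while Dsen at 50 d, at 9596, stayed within that range. The number of loci changed the same way in all 4 contrasts rose to 582, and the share changed in exactly 1 contrast fell to 48.8%. That share was 56.6% with a minimum of 5 FPKM, 60.6% with a mean of at least 1 FPKM, 67.1% with median-of-ratios scaling and 64.3% over loci of at least 300 bp without those on shared intervals, each outside its narrow interval. The smaller pseudocount gives more weight to changes between low values. The cause of the other shifts was not tested.

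The shares of variance taken by stage, genotype and drought kept within 1.5 times their value under every alternative, and their order was the same. The stage share ranged from 32.1% with a pseudocount of 0.1 to 36.2% over loci of at least 300 bp, with or without those on shared intervals. Of the correlations of drought responses, that of Dtol and Dsen at 50 d fell to 0.0151 by Spearman's rho and rose to 0.204 with quantile normalization. That of Dsen at 50 d with Dtol at 70 d was 0.0262 by Spearman's rho and 0.0935 with a pseudocount of 0.1. The remaining 4 correlations stayed within 1.5 times their value, and no sign changed. The cause of these shifts was not tested.

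The limma counts were the least stable. The common drought effect, at 45 loci, was found at 179 loci with a pseudocount of 0.1, at 120 with a minimum of 5 FPKM and at 122 over loci of at least 300 bp (132 without those on shared intervals). It was found at 25 loci without the trend in eBayes, at 1 without a filter and at 1 with the pair block. From 0 to 4 loci were left across the 4 fits that each left out 1 pair of libraries, with 1251 to 2775 loci at an unadjusted p under 0.05. The common genotype effect, at 13 loci, was found at 26 loci with a pseudocount of 0.1, at 5 with a minimum of 5 FPKM, and at 0 without a filter, without the trend, with the pair block and in all 4 fits that each left out 1 pair. The loci at an unadjusted p under 0.05 numbered 1376 without a filter, 681 without the trend, 734 with the pair block and 383 to 2059 with a pair left out. The common stage effect, at 987 loci, fell to 76 loci without a filter and to a range of 0 to 11 across the fits that left out 1 pair, with 2593 to 4859 loci at an unadjusted p under 0.05. Leaving out a pair leaves 2 residual degrees of freedom in place of 4. The cause of these changes was not tested.

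Other splits of the libraries were compared with the real one by the same model. Of the 35 splits into 4 and 4, 33 could be fitted beside the other factors. Only 1 of the 33, the real split, gave as many loci as were found for drought (45), and likewise 1 of 33 for genotype (13) and 1 of 33 for stage (987), with a median of 0 loci over the splits in each case. The real factor is absent from the model in the other splits and adds to their residual spread, which lowers their counts.

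Among the other results, 9 changed and 89 did not. Of those that changed, 8 were numbers of loci detected, counted at 1 FPKM in place of any value above 0, and 1 was the mean correlation of libraries differing in stage, 0.668 with a minimum of 5 FPKM. The 8 named loci kept their direction and at least a 2-fold change in all 4 contrasts under each alternative that retained them. They were chosen from these data for large changes, and the filters leave the values of a locus unaltered. Their outcome was therefore largely fixed in advance. The 89 unchanged results include those of these loci, so that number is a weak measure of stability. The outcome for the named loci concerns fold changes only. With the pair block, limma found 1 locus for drought and 0 for genotype. XLOC_003795 and XLOC_016953 were not retained over loci of at least 300 bp, and XLOC_032315 was not retained without loci on shared intervals.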

Other observations

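In this part, the tests of the shared control library, of quantile normalization and of highly expressed loci for stage, of expression level and span, and of the largest unannotated loci were fixed before their outcome was known. The tests of the 70 d genotype difference, of the Dtol libraries alone and of short loci were chosen after the results had been seen.

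Loci lower in Dtol than in Dsen under control at 50 d tended to fall under drought in Dsen. Of 2195 such loci, 68.6% fell at least 2-fold, against 30.7% of all retained loci, and across loci the genotype difference and the Dsen drought response had an r of 0.505. Both contrasts contain the library Dsen-50d-CT. When the genotype difference was averaged over control and drought, r became -0.0605, and at 70 d r likewise went from 0.302 to -0.0416. Both Dsen libraries enter that average equally, which draws r towards 0 whether or not the pattern is real, so the fall does not separate noise in the shared library from a real pattern. The genotype difference under control at 70 d, which shares no library with the Dsen response at 50 d, still had an r of 0.274 with it, lower than with the shared library, whereas by Spearman the values were close, at 0.387 and 0.393. It was 0.223 after the mean of each bin of expression and span was removed. With a pseudocount of 0.1 it was 0.170, and with quantile normalization 0.211. The 70 d difference under drought had an r of -0.0170. With the Dtol drought response at 50 d, the 70 d control difference had an r of -0.251, so the relation was not specific to Dsen. Noise in the shared library alone would not give the values at 0.274 and -0.251. A candidate explanation is that loci higher in a genotype under control fall more under drought at 50 d in that genotype, but GC content was not tested, and an unusual library cannot be excluded. At 50 d, the Dtol minus the Dsen drought response equals the genotype difference under drought minus that under control. The values are therefore not separate evidence from the reversal of genotype signs under drought at 50 d, whose cause was not established.

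Stage took the largest share of variance among the 35 splits. Under quantile normalization the stage share was 35.2%, but equal distributions do not restore loci undetected at 1 stage, so this does not rule out a difference in depth or detection. Over the 4099 loci with the highest mean FPKM, where detection matters less, stage took 34.8% and drought 17.0%, so loci near the detection limit did not account for it. The Dsen libraries at 50 d, either of which could be unusual, did not account for it either. Over the 4 Dtol libraries alone, stage took 57.0% of the sum of squares, drought 28.9% and their interaction 14.1%. Each stage was a separate sampling, and a difference between library batches was not tested, so the stage effect cannot be told apart from a batch.

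Loci with a listed interval of about the length of a read held very large FPKM values. Among the 17 loci of 100 bp above 0 in Dsen-50d-CT, 16 (94.1%) were whole multiples, from 7 up, of 1424 FPKM, and 0 of 1000 random draws of as many values reached that share. This is consistent with few fragments divided by an effective length near 0. No biological explanation was tested. The summed FPKM of Dsen-50d-CT, of which 79.5% came from loci of 100 bp or less, is therefore a poor guide to its depth.

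The Dsen libraries at 50 d held a larger share of FPKM at loci without a reference gene. Over loci of at least 300 bp the share was 12.8% in Dsen-50d-CT and 10.3% in Dsen-50d-DS, against 2.81 to 3.70% in the other 6 libraries. With the 10 largest such loci of each library set aside, the share was 3.0% in Dsen-50d-CT and 3.78% in Dsen-50d-DS, against a mean of 2.21% over the other 6, so a few loci could account for most of the excess. Whether those loci hold ribosomal or organellar transcripts was not tested. Separately, 212 loci reached 1 FPKM in Dsen-50d-CT while staying under 0.1 FPKM in all the other libraries, of which 189 had no reference gene. There were 92 such loci in Dsen-50d-DS, 43 in Dtol-50d-DS and 2 to 8 in each of the other 5 libraries.

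Some values differ from those quoted from the study above, which counted transcripts rather than loci and applied a test. The number of changed loci in Dsen at 50 d was 6483. That is higher than the value quoted from the study above. The number of loci changed in all 4 drought contrasts was 262, of which 191 changed in the same direction. Both are higher than the quoted value, which is given without a condition on direction. Loci above 0 in Dsen-50d-DS made up 65.3% of all loci. That share is also higher than the quoted one. The control genotype difference at 50 d numbered 2802 loci. That is lower than the quoted value, but with a pseudocount of 0.1 it was 5088 loci, which is higher. At 70 d the control difference numbered 1502 loci, higher than the quoted value. The shares of variance ordered the factors as stage, drought and genotype under every alternative run. The quoted order places genotype before condition. It was read from a correlation tree over all the drought and salinity samples of the study. It is therefore not a direct counterpart of these shares. From that tree, the study described both drought genotypes at the ER stage as closer to each other within a condition. In the tree here, the 50 d libraries joined by genotype and the 70 d libraries by condition. At 50 d the genotype with more changed loci was Dsen by a ratio of 2.15, which is the opposite order to the quoted counts. The study also reported that transcripts lowered under drought outnumbered those raised, in both genotypes and stages. With FPKM as deposited, the drought contrasts here went the same way except Dtol at 50 d, with 1614 rising and 1396 falling loci. That excess in Dtol was reversed by a pseudocount of 0.1 or by quantile normalization.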
